A study of Mus musculus with 11 samples. Its data were reported in "The Transcription Factor ZEB2 Is Required to Maintain the Tissue-Specific Identities of Macrophages" (2018).

How the data were processed

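Gene expression was measured by droplet single-cell RNA sequencing (10x Genomics, 3′ counting) in macs sorted from brain, colon, liver, lung and spleen of WT and Zeb2KO mice. According to the description of the experiment, the authors sequenced KCs and AMs on a NextSeq500 and microglia, CMs and SMs on a HiSeq, so the instrument differed between tissues and not within a pair, and they took littermates as controls. KCs were sorted on Clec4F, CD64, F4/80 and CD45, AMs on CD11c, SiglecF, F4/80 and CD64, microglia as CD45int cells with F4/80 and CD64, and CMs and SMs as CD64 and F4/80 positive cells without Ly6C, Ly6G and SiglecF. The labels name Fcgr1-cre as the transgene of the liver and lung Zeb2KO libraries, whereas the methods of the study name Clec4f-cre for liver and Itgax-cre for lung. Which of these applies could not be settled, so both groups are called Zeb2KO. The library of Nr1h3-deficient KCs was not analysed here.

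The authors processed the reads with CellRanger, mapped them with STAR to the mm10 genome and deposited raw UMI counts of 27998 genes per cell barcode, and those counts are the unit used. The number of barcodes in each table equalled the number of cells given in the labels. The values were checked to be whole numbers in the same gene order in all 11 libraries. Gene coordinates are those of GENCODE M21 on GRCm38/mm10. CPM values and log2 ratios were computed here from the deposited counts.

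Cells more than 3 median absolute deviations from the median of their library in log UMIs, log detected genes or, upwards, percent mitochondrial UMIs were removed, which took away 4.66% to 9.22% of barcodes. Cells of each tissue were clustered together (liver with its 3 libraries) in scanpy 1.11.5 with leidenalg 0.10.2, on 2000 highly variable genes, 30 principal components, 15 neighbours and a resolution of 0.8. The variable genes left out the panel, identity, mitochondrial, ribosomal, sex-linked and immunoglobulin genes. A cluster was left out as another cell type when the markers of that type were raised by a mean log2 fold of at least 2 over the other clusters, or of at least 1 with at least 2 of them among the top 10 genes, when at least 3 markers were seen in at least 20% of cells, when macrophage markers were lower than elsewhere, and when the cluster held under 25% of every library. The marker lists were written before the data were examined, and the limits of this rule were set after the clusters had been seen. It left out 25.2% of WT and 18.2% of Zeb2KO cells in spleen, 9.24% and 14.4% in liver (5.40% in Nr1h3fl/fl WT), 5.15% and 5.60% in colon, 0.286% and 0.462% in lung, and none in brain. Proliferating clusters were kept unless this rule left them out, as it did a plasma cell cluster (32 cells) and an epithelial cluster (24 cells) in colon. Scrublet called under 0.1% of cells of each library as doublets (at most 0.0801%), so removal of the 5% of cells with the highest scores was tried as an alternative only.

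UMIs of the remaining cells were summed per library. With sums of 7711983 to 42993228 UMIs, the exact Poisson 95% interval of a named gene at 20 CPM or more had a half-width of at most 15.3% of its value and 3.29% at the median. Each tissue and genotype had 1 library, so no test within a tissue was made. A shift common to the tissues was tested in edgeR 4.0.16 (R 4.3.3; limma 3.58.1) with TMM factors, filterByExpr and a quasi-likelihood F test, with the tissue as a block and the 5 pairs as replicates, and an adjusted p under 0.05 as the threshold. DESeq2 1.42.0 was run with the same design as an alternative. Within a tissue, a gene was called changed when the log2 ratio of CPM plus 1 was at least 1 in size, among genes of at least 20 CPM in the higher library. The same rule between the CRE-negative Nr1h3fl/fl and Zeb2fl/fl liver libraries gave the size of differences without Zeb2 deletion. Unchanged liver libraries were simulated, after the data had been seen, 100 times from the spread between these libraries.

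Identity genes of a tissue had at least 50 CPM and a UMI in at least 20% of cells of the Zeb2fl/fl WT library and a log2 ratio of at least 2 over the highest other tissue, with liver and spleen not compared with each other. Mitochondrial, ribosomal, sex-linked, immunoglobulin and haemoglobin genes were left out, as were lists of genes abundant in the surrounding tissue. The median log2 ratio of a list was set against 10000 random lists of the same size matched on mean expression in 20 bins. A cluster was apart when it held at least 9 times as high a share of Zeb2KO as of WT cells. Levels within a cluster were the UMIs of a gene summed over the cells of 1 library in the cluster, scaled to the total UMIs of those cells (CPM). Lists of haemoglobin, hepatocyte and lung epithelium genes served to follow RNA from other cells. Transcript length was that of the longest transcript of a gene in GENCODE M21 (basic annotation).

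The genes named were a panel taken from the study (Zeb2, markers of Zeb2 loss, death genes, KC genes, MHC class II genes, cell-cycle and sex-linked genes), up to 5 genes at each end of the edgeR test past the threshold, the 3 highest and 3 lowest log2 ratios per tissue at 50 CPM or more, and the 3 identity genes of each tissue with the highest WT CPM, of which 1 is not reported here. Groups, main tests, thresholds, this rule and the alternatives were fixed before the data were examined, with these exceptions. The limits of the cluster rule were chosen after the data were seen. So was a correction of log2 ratios for transcript length. It took off the median of 20 bins of genes ordered by length and added back the median of all of them. The simulated liver libraries, the other splits of the libraries, and the tests and genes stated below as chosen after are further exceptions. The edgeR step was tested on simulated data with 12052 genes of which 200 changed. All genes had 1 dispersion of 0.069, and a changed gene had the same change in every tissue, unlike real data. The test called 78.5% of the changed genes (96.0% at 4-fold and 61.0% at 2-fold), and 11 of its 168 calls were false. The 2-fold rule, tested on simulated pairs with 200 genes changed 4-fold, called 199 to 200 of them and 0 unchanged genes. These pairs held counting error only, so they do not show how often library differences pass the rule. Between the real WT liver libraries it called 73 genes.

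The alternatives were RLE size factors, no low-count filter, no tissue block, leaving out each pair, all barcodes, clusters of other types kept, top doublet scores removed, proliferating clusters removed, the Nr1h3fl/fl WT library added, DESeq2, TMM factors within a pair, the mean of per-cell CPM, totals without mitochondrial and ribosomal protein genes, thinning to equal totals, CPM floors of 5 and 50, pseudocounts of 0.1 and 5 CPM, a specificity of 1 or 3, CMs of Cd74-high clusters only, the Nr1h3fl/fl WT library as the control, resolutions of 0.4 and 1.6, a share ratio of 4, and clustering with the panel and identity genes. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, umap-learn 0.5.12 and matplotlib 3.10.9.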

Results

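Single-cell RNA sequencing on the 10x Genomics droplet platform was carried out on macrophages (macs) sorted from 5 mouse tissues, to ask which genes change when the transcription factor ZEB2 is deleted and how far the change is shared between tissues. The cells were microglia from the brain, colonic macs (CMs), Kupffer cells (KCs) from the liver, alveolar macs (AMs) from the lung and splenic macs (SMs). Each tissue contributed 1 WT library, from mice with loxP-flanked Zeb2 alleles (Zeb2fl/fl) and no CRE recombinase, and 1 Zeb2KO library, from mice that also carried a CRE transgene. An additional WT liver library came from CRE-negative mice with loxP-flanked Nr1h3 alleles (Nr1h3fl/fl), so 11 libraries were compared. There were no replicates within a tissue, so a difference between the WT and Zeb2KO library of a tissue has no replicate check. Intervals on single values cover counting error only.

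The libraries held 3097 to 7703 cell barcodes, and their depth ranged from 11133411 unique molecular identifiers (UMIs) in WT SMs to 47400786 in WT CMs. Median UMIs per barcode ranged from 2108.5 in WT SMs to 8754 in WT CMs. After the cell filter and the removal of clusters of other cell types, 2830 WT and 3243 Zeb2KO microglia, 4344 and 3858 CMs, 3928 and 3807 KCs, 6973 and 6247 AMs, and 3098 and 2891 SMs were left, with 3484 KCs from the Nr1h3fl/fl mice. The clusters left out held 25.2% of filtered cells in WT SMs and 18.2% in Zeb2KO SMs, 9.24% in Zeb2fl/fl WT KCs, 14.4% in Zeb2KO KCs and 5.40% in Nr1h3fl/fl WT KCs, 5.15% and 5.60% in CMs, 0.286% and 0.462% in AMs, and no microglia. UMI counts were summed over these cells per library and scaled to the library's total (CPM). A log2 ratio compares Zeb2KO with WT CPM after 1 CPM was added to both.

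Zeb2 itself (protein coding, chromosome 2: 44983632–45117395, minus strand, GRCm38/mm10, GENCODE M21) was examined first in every library. Its level in WT and Zeb2KO macs, with exact Poisson 95% intervals, was 475 (463 to 488) and 1747 (1727 to 1767) CPM in microglia, 375 (369 to 381) and 476 (469 to 483) CPM in CMs, and 387 (379 to 395) and 784 (773 to 795) CPM in KCs. It was 312 (306 to 319) and 481 (474 to 488) CPM in AMs and 741 (722 to 761) and 907 (888 to 927) CPM in SMs. The Nr1h3fl/fl WT KCs held 514 (504 to 525) CPM, 0.41 above the Zeb2fl/fl WT KCs on the log2 scale with no Zeb2 deletion in either. Zeb2 was therefore higher in the Zeb2KO library in 5 of 5 tissues, by log2 ratios of 0.29 in SMs to 1.88 in microglia, and an exact sign test gave p = 0.0625, the smallest that 5 pairs allow. In edgeR's quasi-likelihood fit with the tissue as a block, its log2 fold change was 0.88 ± 0.26 (SE, 5 pairs), with a Benjamini-Hochberg adjusted p of 0.303. The DESeq2 fit of the same design gave an adjusted p of 0.0339. The libraries count the 3′ end of transcripts, which the recombined allele keeps, so these values do not check the deletion. The antisense gene Zeb2os lies within the Zeb2 locus, and a read could be assigned to either if the counting did not use strand.

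**Figure D1:**
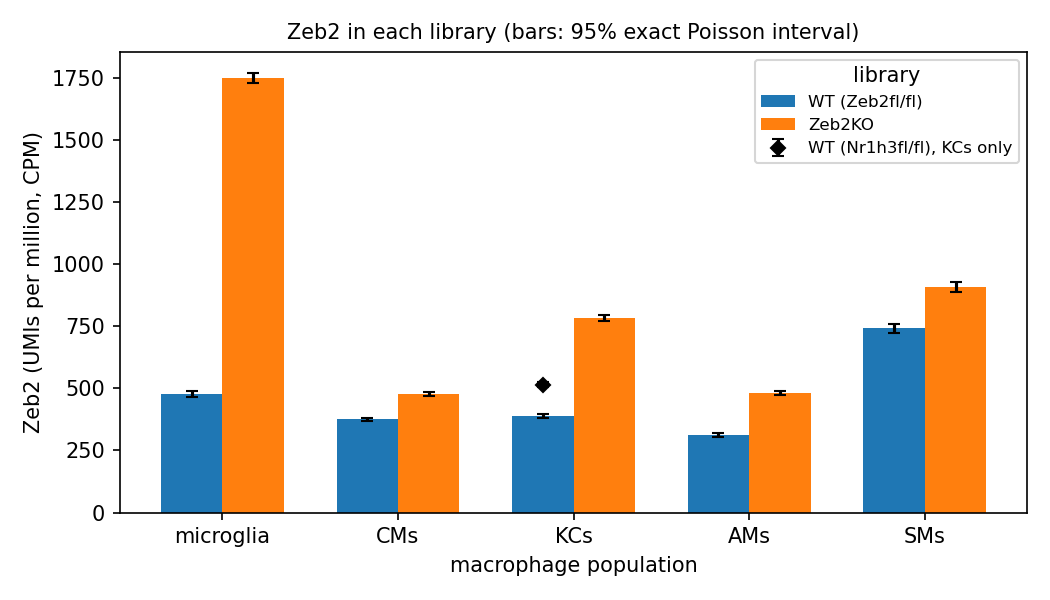
Bars give Zeb2 in CPM in the WT and Zeb2KO library of each population, the diamond gives the Nr1h3fl/fl WT KCs, and error bars are exact Poisson 95% intervals. The Zeb2KO value lies above the WT value in each of the 5 tissues, with the widest gap in microglia (475 and 1747 CPM).

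A shift common to the tissues was tested with the 5 WT/Zeb2KO pairs as replicates and the tissue as a block, the only test of this design. Of 12052 genes, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.0633. At an unadjusted p under 0.05 there were 1432 genes, where chance alone gives 603. The alternative that moved this count most was DESeq2 with the same design, which called 366 genes at an adjusted p of 0.05 (249 higher and 117 lower in Zeb2KO). Of those, 338 reached 5 CPM in at least 1 library, and 298 had a log2 ratio of the same sign in all 5 tissues. The rule set to name genes from the edgeR test therefore named none.

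To see how many genes each tissue altered, a gene was called changed at a log2 ratio of at least 1 in size among genes of at least 20 CPM in either library. The rule called 494 of 5922 genes in microglia (253 higher and 241 lower), 80 of 5115 genes in CMs (55 higher and 25 lower), 250 of 5387 genes in KCs (185 higher and 65 lower), 683 of 5808 genes in AMs (253 higher and 430 lower) and 224 of 6169 genes in SMs (159 higher and 65 lower). The share of considered genes was 11.8% in AMs, 8.34% in microglia, 4.64% in KCs, 3.63% in SMs and 1.56% in CMs. As a background, the same rule called 73 of 5547 genes (1.32%; 28 higher and 45 lower) between the Nr1h3fl/fl and Zeb2fl/fl WT KCs, libraries without Zeb2 deletion. The share in CMs was close to this background. It describes all Zeb2KO CMs together, of which 20.1% lay in clusters apart from WT, so a larger change in part of the cells is not excluded. These counts moved most with the CPM floor: at 5 CPM the CMs had 188 changed genes. In AMs the direction depended on the scaling. The median log2 ratio of all considered genes was -0.31, 37.0% of changed genes were higher with total UMIs, and 67.9% were higher with TMM factors (379 higher and 179 lower), which shift the log2 ratios by 0.29.

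**Figure D2:**
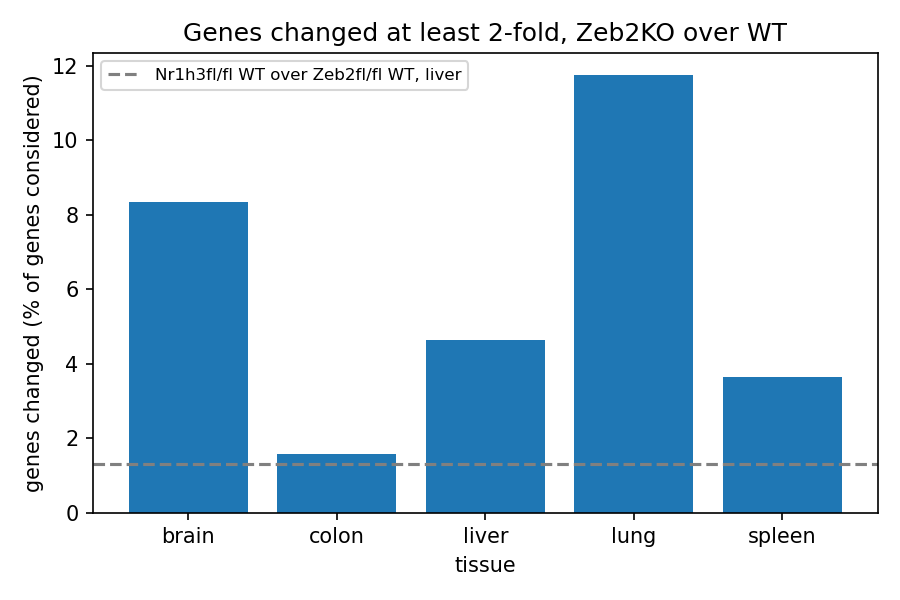
Bars give the percent of considered genes changed at least 2-fold in Zeb2KO over WT macs of each tissue, higher and lower genes together, and the dashed line gives it for Nr1h3fl/fl over Zeb2fl/fl WT KCs. AMs (11.8%) and microglia (8.34%) lie farthest above the line (1.32%), and CMs (1.56%) are close to it.

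In liver, the 250 changed genes could be set against both WT libraries. Of these, 199 (79.6%) changed in the same direction by the same rule against the Nr1h3fl/fl WT library, 150 higher and 49 lower. Since both comparisons share the Zeb2KO library, 100 unchanged liver libraries were simulated with the spread seen between the WT libraries. They gave a mean of 22.5 such genes and at most 29. Only 11 of the 250 genes also differed in the same direction between the WT libraries. Against the Nr1h3fl/fl WT library alone the rule called 480 genes (246 higher and 234 lower).

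The 3 genes with the highest and lowest log2 ratios of each tissue, among genes of at least 50 CPM in the higher library, were named by a fixed rule. Among named genes of at least 20 CPM the exact Poisson interval had a half-width of at most 15.3% of the value (median 3.29%), which applies where a log2 ratio stands alone. In microglia, Pmp22 (chromosome 11: 63128982–63159547) fell from 376 (365 to 387) to 3.07 (2.29 to 4.03) CPM, a log2 ratio of -6.53, and Pdlim4 and Sox4 had log2 ratios of -4.58 and -4.29. Ceacam10 (chromosome 7: 24777206–24784657) rose from 0.324 (0.0884 to 0.830) to 404 (395 to 414) CPM in microglia, and Fcrla and Hpse had log2 ratios of 7.63 and 7.02. In AMs, Ceacam10 was at 0 UMIs in WT and at 316 (310.4 to 322) CPM in Zeb2KO, at least 2890.0-fold higher by the limit that 3 counts set in the WT library, and Cd177 rose in the same way from 0 UMIs to 223 CPM, at least 2039-fold. Bglap3 (chromosome 3: 88368616–88372743) had 1 UMI in WT AMs, or 0.0365 (9.23e-04 to 0.203) CPM, and 1371 (1359 to 1383) CPM in Zeb2KO AMs. The lowest ratios in AMs were those of Cpne5 (-3.97; chromosome 17: 29155556–29238167), Gm9844 (-3.01) and Rab44 (-3.01), and with TMM factors they were -3.69, -2.73 and -2.72.

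In KCs, Siglecf (chromosome 7: 43351341–43359531) rose from 1.49 (1.04 to 2.07) to 159 (155 to 165) CPM, Ms4a1 (chromosome 19: 11249675–11266241) from 0.639 (0.357 to 1.05) to 102 (98.2 to 106) CPM, and Plp2 had a log2 ratio of 5.503. The Nr1h3fl/fl WT KCs stood at 1.26 CPM of Siglecf and 0.385 CPM of Ms4a1. Cd163 (chromosome 6: 124304656–124330527) was among the 3 lowest genes in KCs, SMs and CMs. It fell from 330.2 (323 to 338) to 53.8 (51.0 to 56.8) CPM in KCs, from 386 (373 to 401) to 25.9 (22.8 to 29.5) CPM in SMs and from 82.0 (79.4 to 84.8) to 28.0 (26.4 to 29.8) CPM in CMs. The other lowest genes in KCs were Abhd11os (-3.59) and C2 (-2.62). In CMs, Lcn2 (chromosome 2: 32384633–32388252) rose from 1.42 (1.09 to 1.82) to 51.9 (49.6 to 54.3) CPM, Saa3 from 57.1 (54.8 to 59.4) to 861 (852 to 871) CPM and Ifitm1 had a log2 ratio of 3.04, while H2-M2 and Serpinf1 had ratios of -1.94 and -1.55. In SMs, Meg3 (a long non-coding RNA, chromosome 12: 109541001–109571726) rose from 5.71 (4.15 to 7.66) to 742 (725 to 760.0) CPM, and Cdkn2a and Pglyrp1 had log2 ratios of 4.94 and 4.28. Hemgn and Car2 had ratios of -5.44 and -2.48 in SMs, and 85.4% of the Hemgn UMIs of WT SMs lay in 1 cluster. Ceacam10, Bglap3, Saa3, Ifitm1, H2-M2 and Gm9844, a retrogene, have near-identical relatives, and Abhd11os is transcribed from the strand opposite Abhd11 and overlaps its end. The authors' counting may split their reads, so these values are uncertain.

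Whether the same genes changed across tissues was examined next. Of 7999 genes considered in at least 1 tissue, 1400 changed in at least 1, and 1145 of these (81.8%) in 1 tissue only. A further 192, 51, 11 and 1 genes changed in 2, 3, 4 and 5 tissues. Among the 3748 genes that reached 20 CPM in every tissue, 411 changed, 315 of them (76.6%) in 1 tissue. The single gene that changed in all 5 tissues, named after its values were seen, was Bri3bp (chromosome 5: 125441568–125460370). It was higher in each Zeb2KO library, with log2 ratios of 2.30 in microglia, 1.30 in CMs, 2.88 in KCs, 1.28 in AMs and 1.84 in SMs, and it stood at 0.35 in Nr1h3fl/fl over Zeb2fl/fl WT KCs. In KCs this was 4.22 (3.43 to 5.13) and 37.3 (34.9 to 39.8) CPM. The blocked edgeR fit gave it a log2 fold change of 2.09 ± 0.27 (SE, 5 pairs) and an adjusted p of 0.171, and DESeq2 an adjusted p of 6.25e-10. If the tissues were independent, 2.80e-05 genes would be expected in all 5. In 4 or 5 tissues, 12 genes changed in the same direction, and 56 genes were higher in 1 tissue and lower in another. The number changed in all 5 moved most with the CPM floor, to 6 at 5 CPM and 0 at 50 CPM.

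The similarity of the changes was described by the correlation of log2 ratios across genes for the 10 tissue pairs. Genes are not independent replicates, so no p-value is given. Pearson's r ranged from 0.15 for CMs and AMs (Spearman's rho -0.02) to 0.46 for KCs and SMs (rho 0.25). Of genes changed in both tissues of a pair, the share with the same direction ranged from 67.5% (27 of 40) for AMs and SMs to 100% (21 of 21) for microglia and CMs. The Nr1h3fl/fl over Zeb2fl/fl WT ratio of KCs, which holds no Zeb2 deletion, correlated with the ratio in AMs at r = -0.34 (rho -0.51), in SMs at r = -0.23, in CMs at r = 0.09 and in microglia at r = -0.02. Log2 ratios also followed transcript length. Spearman's rho with length was 0.56 between the WT liver libraries, -0.35 in AMs, -0.22 in SMs, -0.08 in KCs, 0.08 in CMs and 0.03 in microglia. Taking the median of genes of like length off the ratios, an alternative chosen after the data were seen, moved the pair of AMs and SMs most, from r = 0.32 over genes with a length to r = 0.28.

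**Figure D3:**
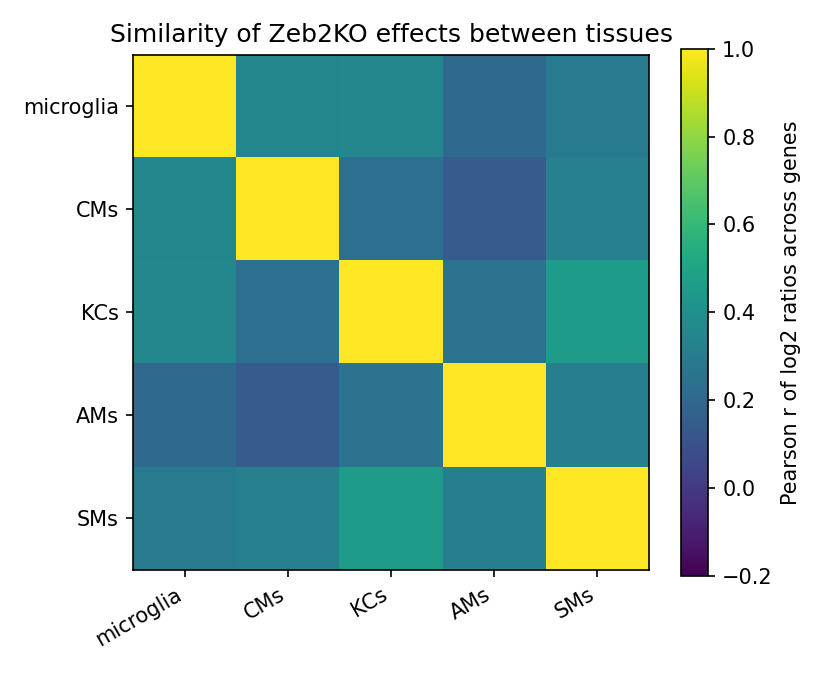
Pearson's r of log2 ratios across genes between each pair of populations, on a colour scale with 1 on the diagonal. Values off the diagonal lie between 0.15 (CMs and AMs) and 0.46 (KCs and SMs).

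**Figure D4:**
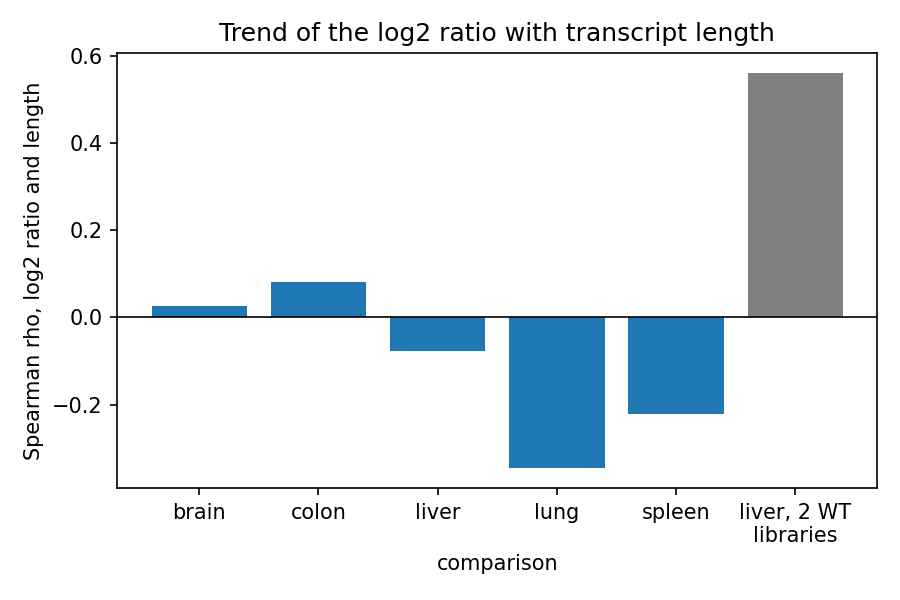
Bars give Spearman's rho between the log2 ratio of a gene and its transcript length, for Zeb2KO over WT in each tissue and, in grey, for Nr1h3fl/fl over Zeb2fl/fl WT KCs. The bar of the WT libraries is the highest (0.56) and that of lung the lowest (-0.35).

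To ask whether the macs lost the expression that sets their tissue apart, identity genes were chosen from the Zeb2fl/fl WT libraries alone, as genes of at least 50 CPM, with a UMI in at least 20% of cells and a log2 ratio of at least 2 over every other tissue, KCs and SMs not being compared with each other. At least 2-fold lower in Zeb2KO were 28 of 117 identity genes in microglia, 3 of 33 in CMs, 21 of 84 in KCs, 41 of 141 in AMs and 8 of 113 in SMs. At least 2-fold higher were 2, 1, 3, 5 and 0. The median log2 ratio of the list was -0.44 in microglia, -0.07 in CMs, -0.46 in KCs, -0.66 in AMs and -0.24 in SMs, in each case below all 10000 random lists of the same size matched on expression. The central 95% of random medians ran from -0.33 to -0.12 in AMs and from -0.01 to 0.12 in CMs. In the Nr1h3fl/fl over Zeb2fl/fl WT comparison 1 of the 84 KC genes was lower and the median was 0.06. Against the Nr1h3fl/fl WT library 26 of the 84 were lower in Zeb2KO KCs. Most of each list stayed within 2-fold. The counts moved most with the specificity asked for, to 73 of 310 genes in AMs at a log2 ratio of 1, and with TMM factors 27 of 141 were lower in AMs.

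**Figure D5:**
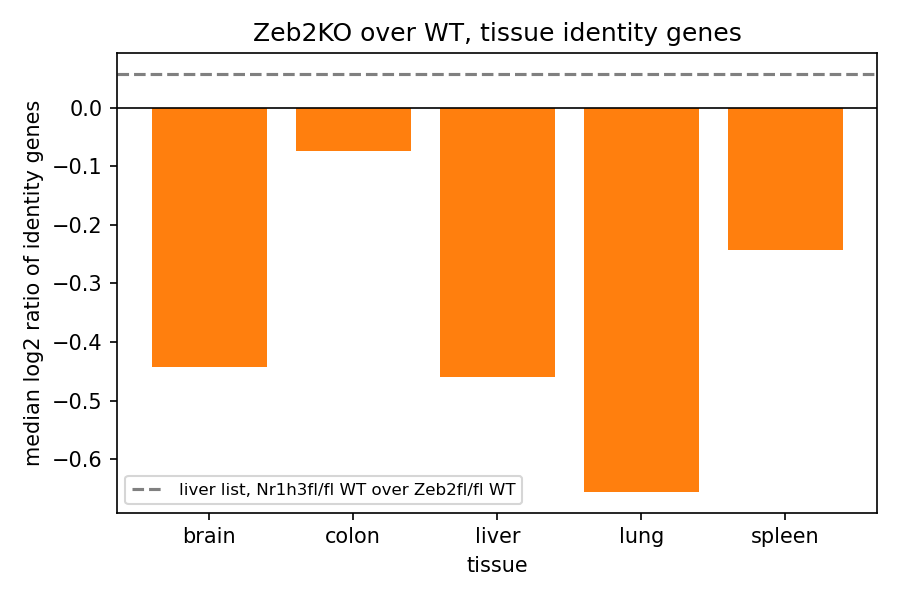
Bars give the median log2 ratio of the identity genes of each tissue in Zeb2KO over WT macs, and the dashed line gives the median of the liver list in Nr1h3fl/fl over Zeb2fl/fl WT KCs (0.06). Each bar lies below 0, from -0.07 in colon to -0.66 in lung.

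The most abundant identity genes moved less than the list as a whole in some tissues and more in others. In microglia, Cst3 and Ctsd had log2 ratios of -0.15 and -0.38. In CMs, Pf4, Ms4a7 and Ccl8 had ratios of -0.24, -0.17 and 0.48. In KCs, Wfdc17 had a ratio of -0.93, Clec4f (chromosome 6: 83644542–83656187) fell from 6092 (6060.2 to 6123) to 2118 (2099.6 to 2136) CPM with 4156 (4126 to 4185) CPM in Nr1h3fl/fl WT KCs, and Apoc1 (chromosome 7: 19689481–19692660) fell from 5747 (5716 to 5778) to 1255 (1241 to 1269) CPM. In AMs, Chil3 and Ccl6 rose, by log2 ratios of 1.84 and 1.29, and Lpl had a ratio of -0.71 (-0.41 with TMM factors). In SMs, Hmox1, Vcam1 and Slc40a1 had ratios of -0.15, -0.44 and 0.12.

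A panel of genes was fixed from the study before the data were examined. Among the surface markers that the study tied to loss of ZEB2, Siglecf rose from 30.6 to 408 CPM in microglia and stood at 126 and 69.4 CPM in AMs, whose sort required SiglecF, a log2 ratio of -0.85. In CMs and SMs, whose sort excluded cells with SiglecF on the surface, it was 0.581 (0.376 to 0.858) and 3.55 (2.96 to 4.21) CPM in CMs and 0.389 (0.0802 to 1.14) and 15.6 (13.1 to 18.4) CPM in SMs, where the WT value rests on 3 UMIs. Ms4a1 was higher in 5 of 5 Zeb2KO libraries. It was at 0 UMIs in WT microglia and 3.54 (2.71 to 4.56) CPM in Zeb2KO microglia (at least 14.6-fold), and it rose from 0.186 (0.0803 to 0.367) to 33.4 (31.5 to 35.3) CPM in CMs, from 0.219 (0.0803 to 0.476) to 26.3 (24.7 to 28.0) CPM in AMs and from 29.0 (25.4 to 33.1) to 162 (154 to 171) CPM in SMs. Cd101 rose from 6.49 (5.14 to 8.07) to 32.8 (30.1 to 35.6) CPM in microglia and from 16.1 (14.6 to 17.7) to 45.0 (42.8 to 47.2) CPM in AMs, had a log2 ratio of 0.00 in CMs, and stayed under 1 CPM in KCs and SMs. Epcam (chromosome 17: 87635979–87651129) rose from 24.0 (22.2 to 25.9) to 346 (340.0 to 352) CPM in AMs and from 3.56 (3.02 to 4.17) to 7.59 (6.72 to 8.54) CPM in CMs, and reached at most 2.94 (1.94 to 4.28) CPM in the other Zeb2KO libraries. Itgam had log2 ratios of 4.68 in AMs, 3.40 in SMs, 0.59 in CMs, 0.57 in KCs and -0.34 in microglia, and Itgax had ratios of 3.12 in KCs, 2.65 in microglia, 2.59 in SMs, 0.79 in AMs and 0.02 in CMs.

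Of the genes of cell death and its signals, Ripk3 (chromosome 14: 55784995–55788865) rose from 3.35 (2.70 to 4.11) to 23.8 (22.3 to 25.4) CPM in AMs and had log2 ratios between -0.37 in microglia and 0.76 in KCs elsewhere, with -0.54 in Nr1h3fl/fl over Zeb2fl/fl WT KCs. Il1b had ratios of 2.17 in microglia, 1.41 in AMs, 0.86 in CMs, 0.79 in KCs and -0.75 in SMs. Il1a had ratios of 1.68 in AMs, 1.44 in microglia, 0.99 in CMs, 0.50 in KCs and 0.07 in SMs. Mlkl reached 20 CPM in KCs alone, with a ratio of -0.21 there. In KCs, Nr1h3 (chromosome 2: 91184061–91202834), which encodes LXRα, fell from 393 (385 to 401) to 269 (263 to 276) CPM with 476 (466 to 486) CPM in Nr1h3fl/fl WT KCs, and its ratio of -0.54 did not reach 2-fold. C6, Timd4 and Pcolce2 fell past 2-fold, with log2 ratios of -2.07, -2.06 and -1.76, and stood at 0.24, -0.21 and -0.15 between the WT libraries. Cd55, Cdh5, Kcna2 and Il18bp had ratios of -0.94, -0.89, -0.80 and -0.74. Of these, Cd55 differed by 1.12 between the WT libraries. Cx3cr1 (chromosome 9: 119901616–120069879) and Ccr2 (chromosome 9: 124101950–124113557) rose in KCs, from 7.41 (6.35 to 8.59) to 72.0 (68.7 to 75.4) CPM and from 8.69 (7.53 to 9.96) to 62.1 (59.1 to 65.3) CPM, while Cx3cr1 fell in microglia and SMs (-1.66 and -1.65) and Ccr2 in CMs (-1.29).

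The genes of MHC class II presentation moved in different directions. In CMs, Cd74 (chromosome 18: 60803848–60812652), H2-Aa and H2-Eb1 had log2 ratios of -0.61, -0.61 and -0.69. In microglia, Cd74 rose from 193 (185 to 201) to 6915 (6876 to 6955) CPM and H2-Aa and H2-Eb1 had ratios of 5.02 and 4.64, and all 3 were also higher in AMs and SMs. In KCs, Cd74 stood at 7764 CPM in Zeb2fl/fl WT, 9360.0 CPM in Zeb2KO and 2949.7 CPM in Nr1h3fl/fl WT, so the WT libraries differed more than Zeb2KO did from Zeb2fl/fl WT. Mki67 rose from 10.8 (9.49 to 12.2) to 33.5 (31.3 to 35.9) CPM in KCs and fell from 26.7 (23.2 to 30.6) to 11.3 (9.26 to 13.7) CPM in SMs, and in microglia it was at 0 UMIs in WT and 5.67 (4.59 to 6.93) CPM in Zeb2KO, at least 23.3-fold higher but under the 20 CPM floor. The cell-cycle genes Mki67 and Top2a had ratios of 1.55 and 1.502 in KCs (0.77 and 0.77 between the WT libraries), -1.17 and -1.13 in SMs, 0.30 and 0.27 in CMs, and 0.08 and -0.49 in AMs (0.36 and -0.20 with TMM factors). Xist was at 1154 to 1878 CPM in both libraries of brain, colon and spleen, which had 0 UMIs of Ddx3y and Eif2s3y. The liver and lung libraries held Ddx3y at 76.9 to 151 CPM and at most 1 UMI of Xist. The sexes did not differ within a tissue by these genes, but the tissues did.

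Last, cells of each tissue were clustered without the panel and identity genes to see whether Zeb2KO cells lay apart, a cluster being apart where it held at least 9 times the share of Zeb2KO cells as of WT cells. The share of Zeb2KO cells apart, with exact binomial 95% intervals, was 90.3% (89.2 to 91.3) in microglia, 90.3% (89.5 to 91.0) in AMs, 68.9% (67.2 to 70.6) in SMs, 51.3% (49.7 to 52.9) in KCs and 20.1% (18.8 to 21.4) in CMs. Nr1h3fl/fl WT KCs were apart from Zeb2fl/fl WT KCs at 77.3% (75.9 to 78.7), so libraries without Zeb2 deletion also separated. With the panel and identity genes kept in the clustering, the alternative that moved the value in KCs most, it was 74.9% for Zeb2KO KCs and 35.6% for Nr1h3fl/fl WT KCs.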

Values the study reported

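The study reported that 60% of the tissue-specific genes of KCs and 72% of those of AMs were affected by deletion of Zeb2. For the other tissues it gave 60% in SMs and in microglia and 76% in CMs. It counted 32 differentially expressed genes shared by all tissues.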

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

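The 4 scalings of this part were planned before the changes of these genes were seen, and the tests on their shifts, on proliferating clusters and on Cx3cr1 within a cluster were chosen after. What drew attention was a change past 2-fold in opposite directions in different tissues. With 1 library per group the difference between tissues was not tested for any of these genes.

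Across all considered genes, 56 were at least 2-fold higher in 1 tissue and at least 2-fold lower in another. Among the named genes 6 showed this pattern. Scaling by total UMIs was weighed for these 6. TMM factors, the mean of per-cell CPM, totals without mitochondrial and ribosomal protein genes, and thinning to equal totals shifted the log2 ratios of a tissue by a median of at most 0.29, less than the 1 that each called ratio reached, so the choice among these scalings was not the whole cause of such a change. The tissues differed in instrument, sex and possibly in the CRE line, and these stay open beside a tissue-dependent effect of ZEB2, none of which was tested.

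Ccr2 rose in KCs, from 8.69 (7.53 to 9.96) to 62.1 (59.1 to 65.3) CPM, and fell in CMs, from 99.3 (96.4 to 102) to 39.9 (37.9 to 42.0) CPM, a difference of log2 ratios of 3.999. In WT CMs 51.9% of Ccr2 UMIs lay in a cluster of 515 WT and 41 Zeb2KO cells, at 419 and 372 CPM. In the cluster with the most WT CMs it stood at 18.7 and 2.30 CPM. Both the number of cells per cluster and the level within a cluster therefore differed. In Zeb2KO CMs 73.2% of Ccr2 UMIs lay in a cluster of 691 Zeb2KO and 22 WT cells, at 170 and 297 CPM. The same cluster held 75.8% of Ms4a1 UMIs of Zeb2KO CMs. Zeb2KO CMs with this marker of Zeb2 loss were therefore not low in Ccr2 against the whole WT library. Cx3cr1 rose in KCs, from 7.41 (6.35 to 8.59) to 72.0 (68.7 to 75.4) CPM, and fell in microglia, from 2923 (2893 to 2953) to 926 (912 to 941) CPM, a difference of 4.77, and in SMs, from 69.0 (63.2 to 75.1) to 21.4 (18.5 to 24.6) CPM. Nr1h3fl/fl WT KCs held 4.72 and 6.70 CPM. Monocytes, or cells newly derived from them, caught by the sort could raise both genes in KCs. Within the cluster that held the most Zeb2fl/fl WT KCs, Cx3cr1 stood at 3.37 CPM in WT and 78.8 CPM in Zeb2KO cells, a log2 ratio of 4.19, and Clec4f at 7432 and 3343 CPM. Of the Ccr2 UMIs of Zeb2KO KCs, 44.1% lay in a cluster without cells of either WT library and 30.4% in a cluster that WT cells shared. In that shared cluster Timd4 stood at 297 CPM in WT and 67.3 CPM in Zeb2KO cells. The paper defined KCs with Cx3cr1 and Ccr2 but without Siglecf and Timd4 as putative monocyte-derived KCs. Its chimeras also showed replacement of KCs from bone marrow. Recent origin from monocytes is a candidate explanation for the Zeb2KO cells of the shared cluster. Timd4 was also low, at 53.7 CPM, in the cluster without WT cells, so it does not settle origin. In the whole library, cells derived from monocytes cannot be told apart from a change within KCs.

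Mki67 and Top2a rose in KCs and fell in SMs, with differences of log2 ratios of 2.72 and 2.63. Mki67 went from 10.8 (9.49 to 12.2) to 33.5 (31.3 to 35.9) CPM in KCs and from 26.7 (23.2 to 30.6) to 11.3 (9.26 to 13.7) CPM in SMs, and Top2a from 15.1 (13.6 to 16.8) to 44.6 (42.0 to 47.3) CPM and from 46.4 (41.7 to 51.5) to 20.7 (17.9 to 23.9) CPM. The share of cells in proliferating clusters was 4.94% in Zeb2fl/fl WT, 6.92% in Nr1h3fl/fl WT and 10.3% in Zeb2KO KCs, and 2.39% and 1.04% in SMs. A different share of cells in proliferating clusters is a candidate explanation. In SMs, 84.9% of WT and 80.0% of Zeb2KO Top2a UMIs lay in 1 proliferating cluster. There Top2a stood at 982 CPM in WT and 979 CPM in Zeb2KO cells and Mki67 at 543 and 418 CPM, and the log2 ratio of both together was -0.13, so a change per cell of that cluster was not the main source of the fall. The cluster also held the red-cell gene Hemgn. In KCs the log2 ratio of both together within the 2 proliferating clusters was 0.65. That value also moves with the mix of the clusters, which held 60 and 134 WT and 192 and 202 Zeb2KO cells. In the first, Mki67 stood at 250.4 CPM in WT and 284 CPM in Zeb2KO cells and Top2a at 441 and 393 CPM. In the second, Mki67 stood at 26.3 and 70.1 CPM and Top2a at 58.3 and 139 CPM. Without proliferating clusters the log2 ratios of Mki67 and Top2a in KCs were 0.76 and 0.66. In KCs a different share of dividing cells cannot be told apart from a change per dividing cell, because the 2 clusters differed in this. Siglecf stood at 44.1 and 40.5 CPM in their Zeb2KO cells, against 306 CPM in the cluster of 1855 Zeb2KO and no WT cells. By Ki-67 staining, the paper found more proliferation in SiglecF-negative heterozygous KCs than in controls. It found proliferation restricted in SiglecF-positive KCs without Zeb2. The rise in the whole library is therefore not tied to KCs without Zeb2.

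Apoc1 rose in AMs, from 26.5 (24.6 to 28.5) to 135 (132 to 139) CPM, and fell in KCs, from 5747 (5716 to 5778) to 1255 (1241 to 1269) CPM, a difference of log2 ratios of 4.502, and in SMs, from 272 (261 to 284) to 85.8 (79.9 to 92.0) CPM. The Nr1h3fl/fl WT KCs held 5133 CPM. Apoc1 was also an identity gene of KCs and of SMs. Lpl rose in KCs, from 397 (389 to 405) to 1232 (1218 to 1245) CPM, and in SMs, from 342 (329 to 355) to 792 (773 to 810.0) CPM, and fell in CMs, from 40.6 (38.7 to 42.5) to 16.2 (14.97 to 17.6) CPM, a difference of 2.90 between KCs and CMs. Nr1h3fl/fl WT KCs held 679.8 CPM of Lpl, so part of the distance between Zeb2KO and Zeb2fl/fl WT KCs was also seen without Zeb2 deletion. No explanation beside scaling was tested for these 2 genes.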

How the results depend on the processing

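The alternatives in this part were fixed before the data were examined, except for the correction for transcript length, which was chosen after. The balance of higher and lower genes in AMs reversed with TMM factors. The cause of a change with the processing was not tested unless stated.

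The count of genes with a shift common to the tissues, 0 in edgeR (1432 at an unadjusted p under 0.05), stayed at 0 with RLE size factors, without the tissue block (108 at an unadjusted p under 0.05), with all barcodes, with clusters of other types kept and with top doublet scores removed. It was 3 with no low-count filter, where more genes were tested, 1 with proliferating clusters removed, 6 with the Nr1h3fl/fl WT liver library added and 366 in DESeq2. Leaving out each pair in turn gave 0 to 1, with 1 without the spleen pair.

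Genes changed 2-fold moved most with the CPM floor, which sets how many genes are considered. A floor of 5 gave 921 in microglia, 188 in CMs, 512 in KCs, 1109 in AMs and 504 in SMs, and a floor of 50 gave 283 in microglia, 37 in CMs, 135 in KCs, 417 in AMs and 110 in SMs. In CMs of clusters with Cd74 above the tissue mean 139 genes changed, and with the Nr1h3fl/fl WT library as the control 480 changed in KCs. The other 55 of 67 values lay within 1.5 times the reported count, those with the length correction among them. Between the WT liver libraries the count ran from 37 to 162 over the alternatives. The number of genes changed in all 5 tissues was 2 with totals without mitochondrial and ribosomal protein genes, 6 at a floor of 5 CPM and 0 at 50 CPM, and 1 under 9 other alternatives.

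With a specificity of 1, 46 of 373 identity genes were lower in microglia and 73 of 310 in AMs, and with a specificity of 3 these were 14 of 65 and 27 of 81, since the lists differ in length. TMM factors gave 27 in AMs. The remaining 42 of 47 values were within 1.5 times the reported count, and the median log2 ratio stayed negative in every tissue.

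With a resolution of 0.4 the share of cells in clusters apart was 97.7% in microglia, 18.3% in CMs, 89.4% in AMs and 72.4% in SMs, with 80.4% for Nr1h3fl/fl WT KCs. At 1.6 it was 95.5% in microglia, 31.3% in CMs and 73.5% in SMs, with 37.1% for Nr1h3fl/fl WT KCs. A share ratio of 4 gave 94.0%, 24.0%, 58.1% and 91.6% in microglia, CMs, KCs and AMs. With the panel and identity genes kept it was 99.4% in microglia, 74.9% in KCs, 92.0% in AMs, 77.3% in SMs and 35.6% for Nr1h3fl/fl WT KCs.

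Pearson's r of all 10 tissue pairs moved by less than 0.05 after the length correction, while Spearman's rho of AMs and SMs went from 0.38 to 0.31. Of 1400 log2 ratios of named genes under 4 scalings, 551 moved by more than counting error. Depth limits the single genes: at 20 CPM or more the interval had a half-width of at most 15.3%, and genes under 1 CPM rest on few UMIs.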

Other observations

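The TMM factors, the identity genes chosen in the Nr1h3fl/fl WT library and the clusters apart in liver were planned, and the splits and the tests in this part on transcript length, RNA of other cells, the levels within clusters, haemoglobin and single genes were chosen after the results they concern had been seen.

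Here 1 gene changed in all 5 tissues. That is lower than the value quoted from the study above. The rule, the cells and the test differ, since whole libraries were compared here by a 2-fold rule on summed counts. Of the identity genes, 25.6% of 117 changed in microglia, 12.1% of 33 in CMs, 28.6% of 84 in KCs, 32.6% of 141 in AMs and 7.08% of 113 in SMs. These lists, cells and this criterion are not those of the study. The paper reported macs that kept a copy of Zeb2 in CRE-positive mice, in all organs except the brain. Its values are for the groups it took as Zeb2-deficient, in colon among Cd74-high CMs. Cells that kept Zeb2 would draw the ratios of whole libraries here towards 0, and this was not tested beyond the clusters apart.

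Whether chance can be excluded for the common shift was asked of other splits of the 10 libraries. Of 100 drawn splits into 5 and 5, all 100 gave at least 0 genes past the adjusted threshold, which any count meets, and 10 gave at least 1432 genes at an unadjusted p under 0.05. Those 10 splits, the real one aside, parted 1 to 3 of the 5 pairs. With the tissue block kept, only the parted pairs enter the contrast, so such splits rest on the WT and Zeb2KO difference of fewer pairs, some of them repeat each other, and neither count decides on chance. The real split parts all 5 pairs, as do the swaps of WT and Zeb2KO within tissues. Among these 16 swaps, 1, the real assignment, gave as many genes at an unadjusted p under 0.05 in edgeR (1432, next 762) and 1, again the real one, as many past the adjusted threshold in DESeq2 (366, next 36). With 16 swaps the smallest share is 0.0625, so a common effect and chance cannot be told apart by swaps at 0.05.

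In AMs more genes were lower than higher with total UMIs. Scaling is a candidate explanation, since with TMM factors 67.9% of changed genes were higher. In Zeb2KO AMs the top 10 genes took 17.8% of UMIs against 12.995% in WT. A trend with transcript length was also weighed. In AMs 61.1% (53.9 to 68.1) of changed genes were higher in the third of genes with the shortest transcripts and 18.7% (13.9 to 24.3) in the third with the longest, while after the length correction, which keeps the median of all genes, 35.8% were higher (238 higher and 427 lower). A trend with length cannot be told apart from a shift of all genes as the cause of the direction, because the length at which the trend leaves a ratio unmoved is not known. The log2 ratios of AMs also ran against the difference between the WT liver libraries, and the rank correlation was still -0.376 after the length trend was taken off. Length therefore accounts for part of that relation at most, and what else the libraries share is open.

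Differences between libraries without Zeb2 deletion were weighed in liver. Nr1h3fl/fl WT KCs were apart from Zeb2fl/fl WT KCs at 77.3% and Zeb2KO KCs at 51.3%. The order depended on the clustering, with 80.4% and 52.0% at a resolution of 0.4, 37.1% and 51.6% at 1.6, and 35.6% and 74.9% with the panel and identity genes kept. The clusters of Zeb2KO KCs apart held 0 cells of the Zeb2fl/fl and 0 of the Nr1h3fl/fl WT library. By separation alone, differences between libraries cannot be told apart from the deletion as the cause of these clusters. The WT libraries also separated, and there was 1 Zeb2KO library. The larger of these clusters, with 1855 cells, held 89.5% of Siglecf and 89.2% of Ms4a1 UMIs of Zeb2KO KCs. The paper reported that KCs with surface SiglecF had efficiently deleted Zeb2, and that KCs without it were heterozygous. Those markers tie the larger cluster to cells without Zeb2, though not each gene difference in it. Gene levels answer a narrower question. Of the 250 genes changed in Zeb2KO KCs, 199 changed in the same direction against both WT libraries. The 100 simulated unchanged libraries gave at most 29. For these genes as a set, that argues against a library difference of the size seen between the WT libraries. For the identity genes the median was 0.0576 in Nr1h3fl/fl over Zeb2fl/fl WT KCs, and a list chosen in the Nr1h3fl/fl WT library had a median of -0.41 in Zeb2KO over Zeb2fl/fl WT KCs, which argues against both library differences and the choice of genes by a high WT value. Clec4f, the sort marker, had a log2 ratio of -0.55 between the WT libraries against -1.52 in Zeb2KO, so library differences reach part of its fall. A loss of KC identity genes with Zeb2 is a hypothesis that these values suggest. Saa3 differed between the WT libraries, at 214 CPM in Zeb2fl/fl and 0 CPM in Nr1h3fl/fl WT KCs, but 94.7% of its Zeb2fl/fl WT UMIs lay in 1 cluster, which held 65 cells of that library, 42 Zeb2KO cells and 0 cells of the Nr1h3fl/fl WT library.

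RNA of other cells was weighed for genes that rose. B cells in the liver libraries carried more Cd79a than Ms4a1, and to bring the Ms4a1 seen in Zeb2KO KCs they would raise Cd79a by 259.8 CPM. It rose by 1.504 CPM. In SMs a rise of 179.9 CPM would be needed, and the change was -10.1 CPM, so B cells are an unlikely source in either tissue. Epcam and Krt8 (chosen after its values were seen, 0.255 to 242 CPM) rose in AMs while the lung epithelium genes Sftpc and Scgb1a1 together went from 88.1 to 78.7 CPM, a log2 ratio of -0.16, which argues against epithelial RNA.

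S100a8 and S100a9, also chosen after their values were seen, rose in AMs, from 22.9 to 14216 CPM and from 0.0365 to 9376 CPM. The neutrophil genes Retnlg and Camp stood at 0.134 and 0 CPM in Zeb2KO AMs. Of the S100a8 UMIs of Zeb2KO AMs, 90.8% lay in 1 cluster, at 19213 CPM. Among clusters of at least 100 Zeb2KO cells the highest S100a8 level was 27.8 times the lowest, where free RNA would give like levels, which argues against free RNA as the source of the rise in that cluster. In a cluster that WT cells shared, S100a8 stood at 691 CPM in Zeb2KO and 29.0 CPM in WT cells, and free RNA stays open for that level. Expression by AMs of the high cluster is a hypothesis left by these values. In microglia, Cd74 stood at 5938 CPM or more in each cluster of at least 100 Zeb2KO cells. Free RNA of a small number of cells of another type would also give like levels in these clusters. The 14 Zeb2KO cells of a WT cluster stood lower, at 1168 CPM from 101 UMIs. Free RNA shared by all cells would not leave them lower, which argues against it as the source of the whole level. As they are 14 cells of 1 library, a part from such RNA cannot be told apart from expression by microglia.

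Haemoglobin RNA was lower in the Zeb2KO library of all 5 tissues, by 15.2-fold in brain, 9.80-fold in colon, 38.8-fold in liver, 5.91-fold in lung and 2.02-fold in spleen. It also differed between the WT liver libraries, by a log2 ratio of -1.501. Hepatocyte RNA in liver went from 79.1 to 50.2 CPM, a log2 ratio of -0.65 against -5.05 for haemoglobin, so less free RNA of all kinds is unlikely to be the cause. A difference in the handling of WT and Zeb2KO tissue cannot be told apart from genotype, because each of the 5 tissues had 1 library per genotype, so handling and genotype go together. In brain the hepatocyte list rose from 1.22 to 60.5 CPM through Ttr (0.405 to 59.9 CPM), while Alb stood at 0.649 and 0.414 CPM. Hemgn fell in SMs, and red-cell precursors in 1 proliferating cluster of the WT library are a candidate explanation, since 85.4% of its WT UMIs lay in that cluster. Without proliferating clusters its log2 ratio was -2.95, and that of Car2 was -1.04.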
